# Enhanced early-life nutrition upregulates cholesterol biosynthetic gene expression and Sertoli cell maturation in testes of pre-pubertal Holstein bulls

**DOI:** 10.1038/s41598-019-42686-w

**Published:** 2019-04-23

**Authors:** Chinju Johnson, Alysha Dance, Igor Kovalchuk, John Kastelic, Jacob Thundathil

**Keywords:** Developmental biology, Systems biology

## Abstract

Well-fed prepuberal Holstein bulls had larger testes, earlier puberty, higher LH, testosterone and IGF-1, earlier and more proliferating and differentiating Sertoli cells, and greater sperm production potential. The objective was to determine effects of pre-pubertal nutrition on mRNA expression of testicular genes. Holstein bull calves were fed high or low diets (20 or 12% crude protein, respectively and 71.6 or 64.4% Total Digestible Nutrients) from 2 wk, castrated at 8, 16, 24 and 32 wk and testicular mRNA extracted and sequenced. Differential expression of genes mainly occurred at 16 and 24 wk. At 16 wk, functional analysis (DAVID) of DE mRNA revealed common biological processes including “cholesterol” and “fatty acid biosynthesis,” with most genes (including HMGCR, HMGCS1, HSD17) upregulated in high-diet bulls (P < 0.05). Major pathways enriched at 16 wk were “cholesterol biosynthesis”, “steroid metabolism” and “activation of gene expression by Sterol regulatory element binding protein (SREBP)” (P < 0.05). In high-diet bulls, mature Sertoli cell marker Connexin 43, was upregulated at 16 wk and immature Sertoli cell marker (AMH) downregulated at 24 wk. There was an indirect interaction between insulin family receptor and most upregulated cholesterol biosynthesis genes. Pre-pubertal nutrition enhanced testicular cholesterol/steroid biosynthesis and Sertoli cell maturation.

## Introduction

It is well established that supplemental feeding of bulls early in life enhances reproductive development^1–3^. Pre-pubertal bull calves fed high nutrition (2–32 wk) had earlier puberty, larger testes and increased sperm production potential, without significant differences in sperm quality, compared to those on a low diet^4^. In addition, high-nutrition bulls had increased serum concentrations of LH, testosterone and IGF-I^5^. Earlier puberty and enhanced sperm production increase reproductive potential. However, cellular and molecular mechanisms underlying testicular changes in response to pre-pubertal nutrition remain largely unknown.

The pre-pubertal period (8–20 wk) in bulls is characterized by transient increases in peripheral gonadotropin concentrations and parallel increases in testosterone^1,6^. Serum LH concentrations start increasing during the late infantile period (4–5 wk), peak at ~12–16 wk and decline at ~25 wk^1,6^. In addition, serum FSH concentrations also increase during the pre-pubertal period in a non-pulsatile fashion, albeit not to the same extent as LH^6^. The magnitude of this early gonadotropin rise is crucial to initiate and support reproductive development in bulls^1^. Although testis growth is slow during the pre-pubertal period, it accelerates as puberty approaches, despite relatively low gonadotropin concentrations. Perhaps mechanisms triggered by early gonadotropin release or gonadotropin-independent mechanisms regulate testicular development in bulls.

There are major cytological and histological changes in bull testes during the pre-pubertal period. At ~8 wk, fetal Leydig cells degenerate and adult Leydig cells populate the intertubular component. Mesenchymal cells, comprising the rest of the compartment, cease proliferation at ~16 wk and transform to Leydig cells that proliferate until 30 wk, followed by decreased mitosis^7^. Steroidogenic enzymes and testosterone production are distinguishing features of mature Leydig cells^7^. Sertoli cells, the predominant tubular cell type during this period, proliferate from 4–8 wk, and after a decline, enter into a maturation phase (20 wk)^8^. Sertoli cell differentiation includes distinct morphological and functional changes to enable efficient spermatogenesis^9^. They undergo modifications in cell shape, nuclear location (basal), appearance of abundant smooth endoplasmic reticulum, ectoplasmic specializations, etc. The blood testes barrier, established by 24 wk, coincides with appearance of a tubular lumen. Mature Sertoli cells produce several peptides, including androgen binding protein, transferrin, cerruloplasmin and plasminogen activating factor. Furthermore, they promote germ cell proliferation by synthesis and secretion of pyruvate and lactate, the main energy source for germ cells^10^. There is also resumption of pro-spermatogonial proliferation, commencing between 4 and 16 wk and peaking at ~30 wk^8^, supported by increases in number of Sertoli cells and their metabolism. Finally, establishment of a functional blood testes barrier creates a tubular lumen, with emergence of primary spermatocytes and more advanced stages of spermatogenesis^8,11^.

Mechanisms by which better nutrition can enhance reproductive development was recently reviewed^12^. The long-standing assumption that there is a “metabolic sensor” in the brain capable of monitoring body metabolism and energy is at least a partial answer. It is assumed that this “sensor” analyzes blood concentrations of metabolic hormones, e.g. IGF-I and other nutrients and relays this information to the GnRH pulse generator in the hypothalamus^2,3^; this is required for GnRH neurons to over-ride negative feedback from testosterone and estradiol and thereby initiate pulsatile release of GnRH^1,2^. This promotes the anterior pituitary to release gonadotropins, which act on testes to promote reproductive development. Thus, enhanced pre-pubertal nutrition could hasten the early gonadotropin rise, puberty and sexual maturity in bulls^2^.

In the present study, bull calves were fed either a high or low diet from 2–32 wk of age, castrated at 8, 16, 24 or 32 wk and differential gene expression in testes determined. We hypothesized that an increase in IGF with a higher plane of nutrition (observed in our previous study^5^), is a major stimulus for reproductive development in pre-pubertal bulls.

## Results

### mRNA profile of testes

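Testicular parenchyma from 28 Holstein bull calves was sequenced with 1 library per bull. The high diet supplied 20% crude protein and 71.6% total digestible nutrients after a milk phase of 8 L/d, and the low diet 12% and 64.4% after 4 L/d. High-diet bulls numbered 2 at 8 wk, 3 at 16 wk, 4 at 24 wk and 3 at 32 wk, and each age had 4 low-diet bulls. The authors aligned the reads to the bovine genome UMD3.1 with TopHat and counted them on the exons of each transcript of Ensembl release 87 with featureCounts v1.5.0-p2. The deposited values are these whole-number counts for 26740 transcripts, without normalization. The command recorded with the counts sets neither a strand option nor the option that counts a read on every transcript it overlaps. In high-diet bulls, the counts of a library summed to between 2897361 and 5305677 at 8 wk (median 4101519), between 3847704 and 4866921 at 16 wk (median 4364816), between 2466508 and 4473591 at 24 wk (median 3927414), and between 3643616 and 3829268 at 32 wk (median 3671240). In low-diet bulls, they summed to between 2526097 and 4589744 at 8 wk (median 3875624), between 3237460 and 4621142 at 16 wk (median 4265356), between 2933259 and 5378487 at 24 wk (median 3689648), and between 2668798 and 4004208 at 32 wk (median 3449924). These totals, and not the numbers of sequenced or mapped reads in the paper, are the depth behind every value derived from the counts. Ages were taken from the paper's group sizes and the sample titles. The age labels of the high-diet bulls 45, 47 and 48, titled 24 wk, read 16, 25 and 26 wk. Diets were compared within each age with edgeR's quasi-likelihood test, fitted to all 28 libraries with 1 coefficient for each of the 8 groups of diet and age, after TMM normalization and edgeR's filter on low counts, which kept 15804 transcripts. Each p-value was adjusted by the Benjamini-Hochberg method, and transcripts with an adjusted p-value under 0.05 were counted as differentially expressed. A positive log2 fold change is a higher count in the high diet. Standard errors were derived from the fold change and the test's F statistic. The counts carry transcript identifiers, and the supplementary datasets list gene identifiers with names, but the files do not pair the transcripts with either. Each transcript was therefore tested on its own, and no gene name is given outside the mitochondrial genome.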

Approximately 480 million sequenced reads were obtained from the 28 libraries used in the present study. On average, 17,108,134 (SD = 3,353,629) reads were obtained per library and 15,699,023 (SD = 3,054,171) mapped to the Ensemble gene annotation database. 

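The counts assigned to transcripts averaged 3847922 per library (SD = 782957, n = 28 libraries). The transcripts kept by the filter on low counts held nearly all of them, with an average of 3839546 per library (SD = 781354).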

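High-diet libraries held 3935128 counts on average (SD = 810211, n = 12), and low-diet libraries held 3782518 (SD = 781921, n = 16). The difference between the means, with diets compared across all ages, was 152609 counts, smaller than the SD of either diet (two-sided exact permutation test of the diets within each age, p = 0.617 over 1286250 assignments).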

Considering all age groups, 15,426,902 (SD = 3,388,812) reads from high-diet groups were mapped, compared to 15,903,113 (SD = 9,244,227) mapped from low-diet groups. On average, 91% of total reads were mapped to the bovine genome. A total of 19,994 genes were detected in the testicular tissue and their ensemble IDs are provided in Supplementary dataset 1. 

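At least 1 count in any library was found for 23898 of the transcripts. At least 10 counts summed over the libraries were found for 20588, and at least 1 count in every library for 14466. A single library detected 18838 transcripts on average (SD = 564), with a range of 17699 to 19903. When transcripts that share exonic bases on the same strand were grouped and the transcript with the highest total count stood for its group, 22684 of the 24525 groups were detected. This grouping was chosen after the data had been examined.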

The most abundant gene in the testicular transcriptome of all libraries was cytochrome c oxidase subunit I (*COX1*), a mitochondrial gene (ENSBTAG00000043561), representing ~0.5% of total reads. 

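The 37 features of the mitochondrial genome were the only ones named here. Each had the same start, end and length as a mitochondrial gene of the RefSeq table for the assembly ARS-UCD2.0. *COX1* was counted on transcript ENSBTAT00000060569, at positions 5687 to 7231 of the mitochondrial genome (MT) in UMD3.1. It took 2.42% of the counts of a library on average (SD = 0.911, n = 28), with a range of 1.20% to 4.95%. It ranked first in 5 libraries, all from high-diet bulls, and second in the other 23 libraries. The mitochondrial rRNA feature ENSBTAT00000060546, at positions 431 to 1385, held 3.31% of the counts on average. With the 2 mitochondrial rRNA features set aside, *COX1* ranked first in all 28 libraries. Its share was 2.80% (SD = 1.11, n = 12) in high-diet bulls and 2.13% (SD = 0.629, n = 16) in low-diet bulls. The difference of 0.663 percentage points, taken over all ages, did not pass correction for the 10 tests of *COX1* and mitochondrial rRNA shares (two-sided exact permutation test within age, p = 0.0343, Benjamini-Hochberg adjusted p = 0.286). Within the ages, the difference was -0.069 percentage points at 8 wk, 0.724 at 16 wk, 1.32 at 24 wk and 0.0072 at 32 wk, with exact permutation p-values of 0.933, 0.143, 0.143 and 0.971 and adjusted p-values of 0.971, 0.357, 0.357 and 0.971. These tests had 15, 35, 70 and 35 possible assignments, too few for any of them to pass this correction by itself. The share of all mitochondrial protein-coding features, *COX1* included, was tested over all ages outside this correction. It was 1.22 percentage points higher in the high diet (two-sided exact permutation test within age, unadjusted p = 0.103).

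**Figure D1:**
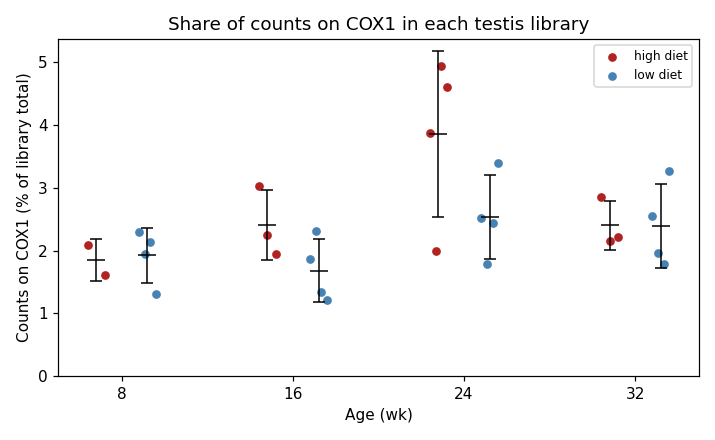
Share of each library's counts on *COX1* (y axis, % of the library total) by age (x axis, wk). Each point is 1 bull, red for the high diet and blue for the low diet, and the bars give the mean and SD of each group. The highest group mean was 3.85% (SD = 1.32, n = 4) in high-diet bulls at 24 wk, and the low-diet bulls of that age had a mean of 2.53% (SD = 0.663, n = 4).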

Other abundant genes included cytochrome c oxidase subunit 3 (*COX3*, ENSBTAG00000043560), a mitochondrial gene and elongation factor 1-alpha 1 (*EEF1A1*, ENSBTAG00000014534), involved in RNA transport.

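*COX3* was counted on transcript ENSBTAT00000060566, at positions 8970 to 9750 of MT in UMD3.1, and took 1.07% of the counts of a library (SD = 0.375, n = 28). Without the mitochondrial rRNA features it held rank 2 in 24 libraries and rank 3 in 3 libraries. Its share was 1.17% (SD = 0.419, n = 12) in the high diet and 1.00% (SD = 0.334, n = 16) in the low diet. The difference between the diets in this share was not tested. The transcripts of *EEF1A1* are not paired with its name in the files, and it was not analysed here.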

### Differentially expressed genes

At 8 wk, no genes were differentially expressed when comparing high- versus low-diet bulls. 

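At this age, with 2 high-diet and 4 low-diet bulls, no transcript had an adjusted p-value under 0.05. The smallest adjusted p-value was 0.814 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the adjustment, 868 transcripts, 5.49% of those tested, had a p-value under 0.05. Of the other settings tried, DESeq2 fitted to the libraries of this age alone moved the count most, to 2 transcripts, both higher in the high diet.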

At 16 wk, 96 genes were differentially expressed (Supplementary dataset 2), of which 92 were upregulated in the high diet with genes *FDX1*, *HMGCR*, *HMGCS1*, *ACSS2* and *PRUNE2* expressing maximum log2 fold change. 

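At 16 wk, 50 transcripts were differentially expressed between 3 high-diet and 4 low-diet bulls, and all 50 were higher in the high diet. The smallest adjusted p-value was 0.00104 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For each of the 50, every high-diet bull had a higher CPM (the count scaled to the TMM-normalized library size) than every low-diet bull. The largest fold change among those past the expression minimum was that of ENSBTAT00000015660, a transcript of 4 exons on chromosome 15 of UMD3.1, from 20772630 to 20807409 on the forward strand. It had a CPM of 9.15 (SD = 2.63, n = 3) in the high diet and 0.604 (SD = 0.43, n = 4) in the low diet, a log2 fold change of 3.88 (standard error 0.72, adjusted p = 0.0113 by the same test). It shares exonic bases with a transcript of higher total count. With each bull of this age left out in turn, its log2 fold change stayed between 3.47 and 4.19, and its adjusted p-value rose above 0.05 in 4 of the 7 fits. Fitted with DESeq2 to all 28 libraries, 106 transcripts were differentially expressed, of which 102 were higher in the high diet. With bull 45 placed at 16 wk, as its age label reads, 0 transcripts were differentially expressed by edgeR, and 927 had an unadjusted p-value under 0.05. Over transcripts that differed with age, its library lay nearer to the other 24 wk high-diet libraries than to those of 16 wk. The root mean square log2 distances were 0.418 and 1.03, so this placement may mix ages at 16 wk. From the higher expression of cholesterol and steroid biosynthesis genes in the high diet at this age, the paper proposes an early rise in the synthesis of steroid hormones.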

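Between 4 high-diet and 4 low-diet bulls at 24 wk, 29 transcripts passed the adjusted threshold of edgeR's quasi-likelihood test, 11 higher and 18 lower in the high diet. The smallest Benjamini-Hochberg adjusted p-value was 1.98e-05. The CPM values of the diets did not overlap for 28 of them. Of the transcripts past the expression minimum whose values did not overlap, ENSBTAT00000026900 had the largest increase. It has 25 exons on chromosome 9 of UMD3.1, from 70588607 to 70673279 on the forward strand. It had a CPM of 14.2 (SD = 5.85, n = 4) in the high diet and 1.96 (SD = 1.36, n = 4) in the low diet, a log2 fold change of 2.85 (standard error 0.47, adjusted p = 0.0061 by edgeR). ENSBTAT00000064281 had the largest decrease. It has 2 exons on chromosome X, from 110261028 to 110261872 on the forward strand, with a CPM of 0.551 (SD = 0.382, n = 4) in the high diet and 4.96 (SD = 2.86, n = 4) in the low diet, a log2 fold change of -3.24 (standard error 0.54, adjusted p = 0.0061 by edgeR). Its CPM over both diets fell from 8.57 to 14.8 at 16 wk to 0.307 to 1.57 at 32 wk, where the diets overlapped. It met the expression minimum on an average over all ages, and in the high-diet bulls of 24 wk its CPM was 0 to 0.878. When each bull of this age was left out in turn, the log2 fold change of ENSBTAT00000026900 ranged from 2.53 to 3.28 and its adjusted p-value exceeded 0.05 in 1 of the 8 fits. That of ENSBTAT00000064281 ranged from -3.50 to -2.72 and stayed past the threshold in all 8 fits, but its adjusted p-value was 0.267 with bull 45 placed at 16 wk. With that placement, 1 transcript was differentially expressed at 24 wk. DESeq2 fitted to all 28 libraries gave 119 transcripts, 54 of them higher in the high diet, and DESeq2 fitted to the libraries of 24 wk alone gave 348.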

At 24 wk, a total of 87 genes were differentially expressed (Supplementary dataset 3), with 41 upregulated in high-diet bulls (genes with higher log2fold change- KRT8, ENPP3, CA3, HSD17B3). The list of downregulated genes at 24 wk included *AMH* and *DPT*, both negative regulators of cell proliferation. However, at 32 wk, only *ENPP3*, a nucleic acid binding gene was differentially expressed and was downregulated in the high-diet group. Accordingly, due to lack of differential expression at 8 and 32 wk, all further analyses were done only on 16- and 24-wk samples. 

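At 32 wk, with 3 high-diet and 4 low-diet bulls, the smallest adjusted p-value was 0.207 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that 0 transcripts were differentially expressed. An unadjusted p-value under 0.05 was found for 564 transcripts, 3.57% of those tested. The smallest unadjusted p-value was that of ENSBTAT00000026900, whose CPM was 9.92 to 19.0 in the high-diet bulls and 1.23 to 3.13 in the low-diet bulls of this age, a log2 fold change of 2.52 (standard error 0.49) that did not pass the adjusted threshold of edgeR's test. DESeq2 fitted to all 28 libraries called 2 transcripts, 1 higher and 1 lower in the high diet.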

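At an unadjusted p-value under 0.05, 1217 transcripts (7.70% of those tested) differed between diets at 16 wk and 1440 (9.11%) at 24 wk. The corresponding shares were 5.49% at 8 wk and 3.57% at 32 wk. If no transcript differed, a fraction near 0.05 would be expected at this level. The share at 32 wk was below that fraction and that at 8 wk slightly above it. Counts of unadjusted p-values at 8 and 32 wk are therefore no evidence of an effect of diet. Whether the effect of diet at 8 or 32 wk differed from that at 16 or 24 wk was not tested. The difference between the effects at 24 and 16 wk was tested as an interaction, and 2 transcripts passed (smallest adjusted p = 0.0459 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A single transcript, ENSBTAT00000026900, was differentially expressed at both 16 and 24 wk, higher in the high diet at each. Its log2 fold change at 16 wk was 2.09 (standard error 0.47).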

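At 16 wk, the absolute log2 fold changes of the differentially expressed transcripts ranged from 0.71 to 3.88, with a median of 1.73. Those at 24 wk ranged from 0.68 to 3.24, with a median of 1.64. In the DESeq2 fit to all 28 libraries, without shrinkage of the fold changes, they ranged from 0.59 to 3.94 at 16 wk and from 0.40 to 7.98 at 24 wk.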

In general, log fold changes varied from ±0.3 to ±2.56 among differentially expressed genes (DEGs). For visual representation of differential expression, MA plots were generated (log fold change and mean of normalised counts) and are available in Supplementary File. 

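The log2 fold changes of all tested transcripts had a median of -0.015 at 16 wk, with quartiles of -0.26 and 0.21, and a median of 0.039 at 24 wk, with quartiles of -0.22 and 0.27.

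**Figure D2:**
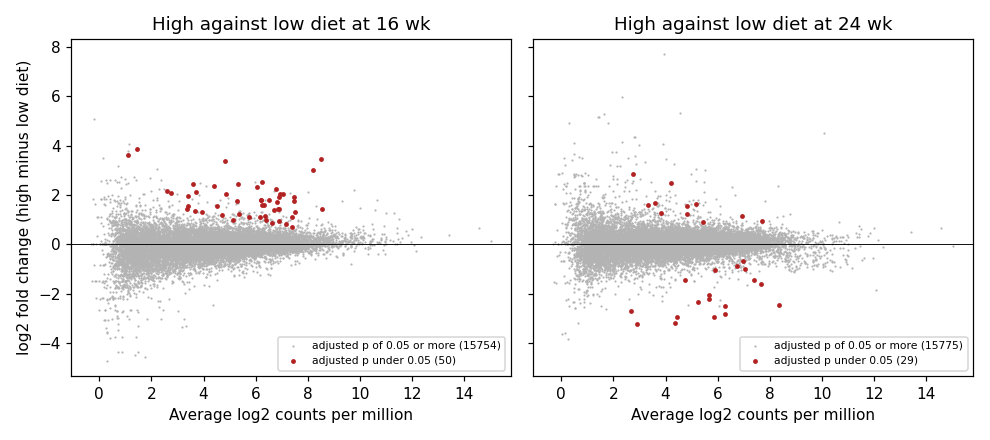
Log2 fold change of the high against the low diet (y axis) and average log2 CPM (x axis) of each tested transcript at 16 wk (left) and 24 wk (right). Transcripts with an adjusted p-value under 0.05 are red and the others are grey. The red transcripts at 16 wk all lie above 0, and those at 24 wk lie on both sides of 0.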

1. In addition, scatterplots were generated to visualise transcriptomic differences across bulls from high- and low-diet groups and is provided in Supplementary File. 

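Bulls of the same diet and age were compared in pairs by a chi-square test of their counts, over transcripts with a combined count of at least 20. Over the 37 such pairs, the chi-square statistic per transcript ranged from 4.59 to 60.3, with a median of 19.0. A library counted under 2 bulls would give a statistic near 1 or below. No pair did, and each bull was counted as a separate sample. The lowest median was 11.4 among low-diet bulls at 24 wk, and the highest was 35.3 among high-diet bulls at 32 wk.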

2.

#### GO term analysis

According to GO enrichment using DAVID, at 16 wk, most DEGs were associated with the biological process of “cholesterol biosynthesis”. Other significant GO terms included “isoprenoid biosynthesis”, “oxidation-reduction process” and “fatty acid biosynthesis” (Table 1). No GO terms were significantly enriched at 24 wk.

**Table 1:** GO (biological process) terms enriched using DAVID at 16 wk (adj P ≤ 0.05, count ≥2).

GO Term	Count	Adj P value
Cholesterol biosynthetic process	7	0.00
Isoprenoid biosynthetic process	5	0.00
Oxidation-reduction process	9	0.05
Fatty acid biosynthetic process	4	0.05

#### Enriched functions, pathways and upstream regulator analysis

Several functions were enriched at 16 wk, with major ones being “lipid metabolism”, “small molecule biochemistry” and “vitamin and mineral metabolism” (Fig. 1). Conversely, at 24 wk, “digestive system development and function”, “endocrine system development and function” and “lipid metabolism” were enriched (Fig. 2).

**Figure 1:**
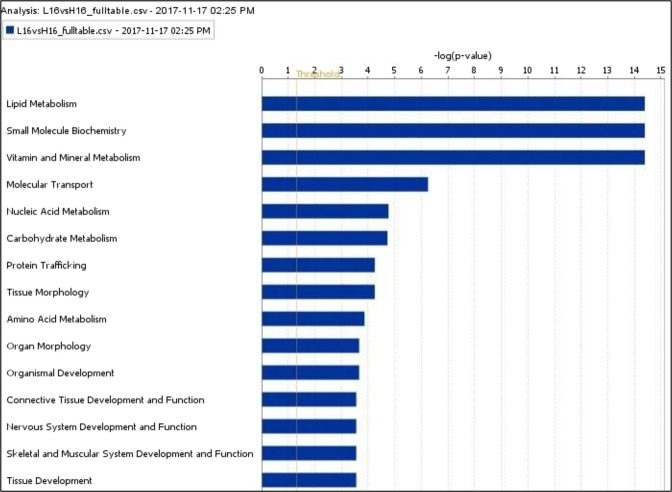
Top functions of genes differentially expressed at 16 wk as per IPA (top 15 functions shown). L and H stand for low and high diets respectively. Functions are marked on the X-axis and -log(p value) marked on the Y-axis. Right-tailed Fisher’s exact test was used to calculate the p-value determining the probability that each biological function assigned to that data set is due to chance alone (P < 0.05). The functions were generated through the use of “core analysis” in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis)^45^.

**Figure 2:**
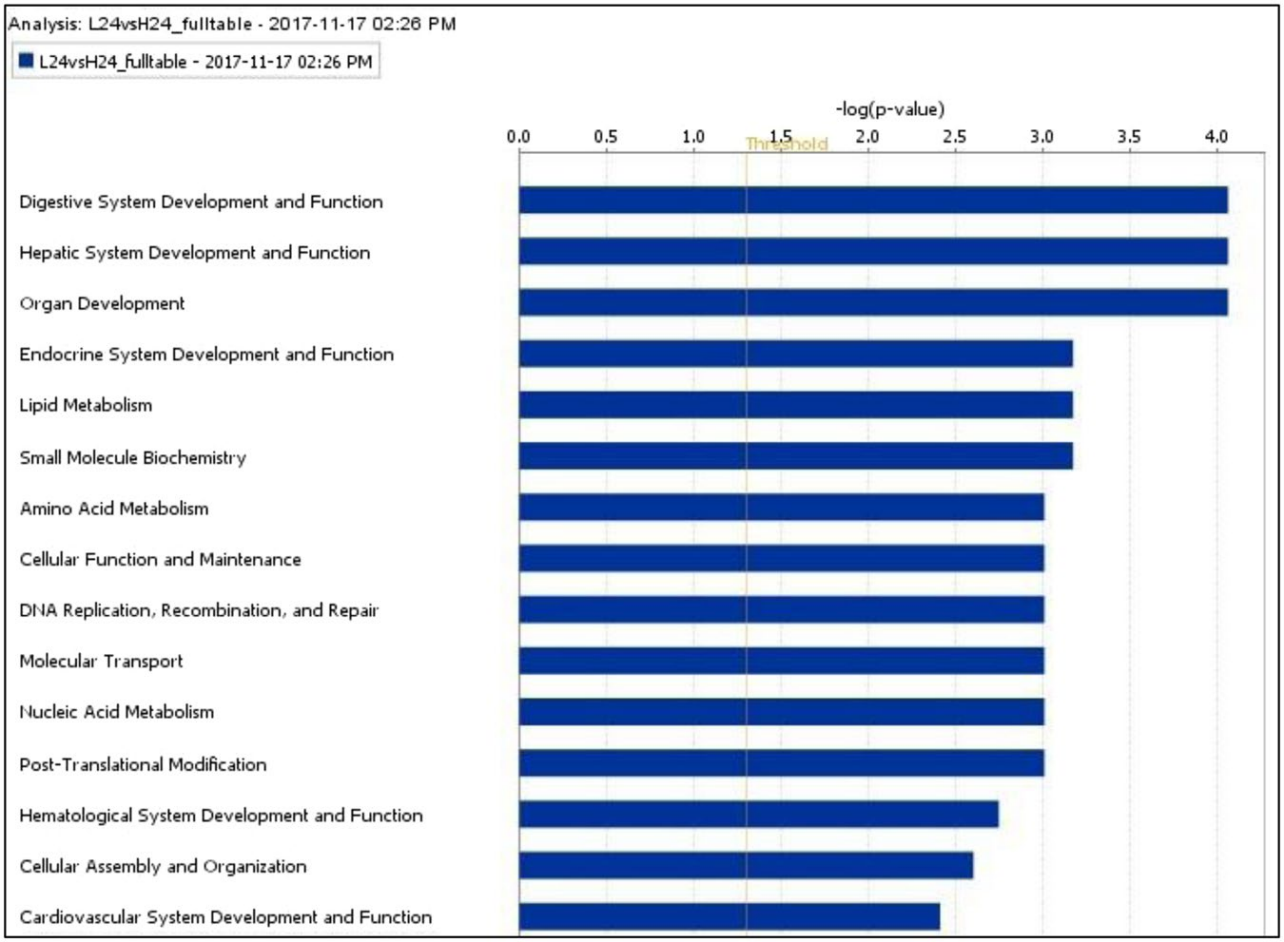
Top functions of genes differentially expressed at 24 wk as per IPA (Top 15 functions shown). L and H stand for low and high diets respectively. Functions are marked on the X-axis and -log(p value) marked on the Y-axis. Right-tailed Fisher’s exact test was used to calculate the p-value determining the probability that each biological function assigned to that data set is due to chance alone (P < 0.05). The functions were generated through the use of “core analysis” in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis)^45^.

Major pathways enriched at 16 wk were “cholesterol biosynthesis”, “zymosterol biosynthesis”, “mevalonate pathways” (Supplementary File. 3). At 24 wk, “glutamine biosynthesis”, and “creatinine biosynthesis” were enriched (Supplementary File. 4). Major upstream regulators at 16 wk included SCAP, SREBP1, SREBP2, PPARG and testosterone were predicted to undergo activation in high-diet bulls (z score ≥ 2, P ≤ 0.05, Supplementary dataset 4). INSIG1, INSIG2, PTEN and LY294002 (latter two- negative regulators of PI3K signaling) were inhibited in high-diet bulls. Network analysis using IPA also revealed an indirect interaction of steroid biosynthetic genes to the insulin family receptor (Fig. 3).

**Figure 3:**
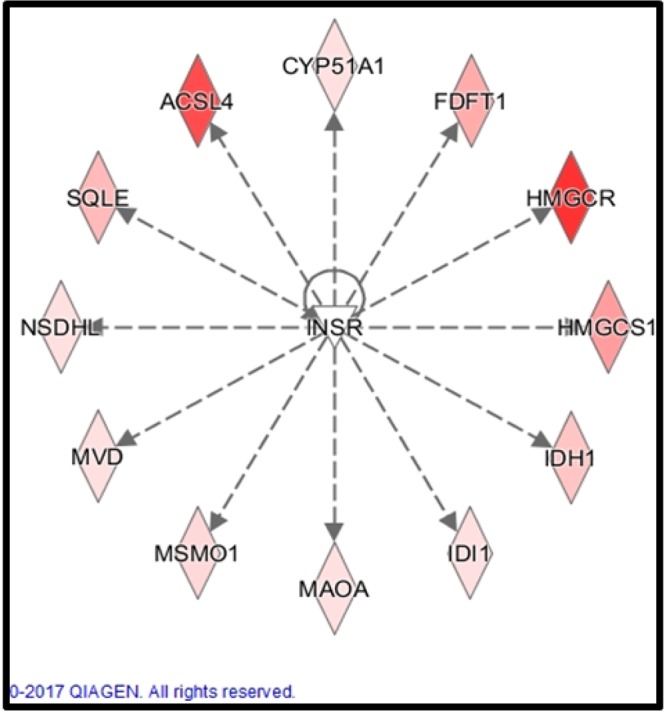
Associations of steroid biosynthesis genes (differentially expressed) to the insulin family receptor. Using IPA, network analysis overlaid with gene expression levels was generated on low vs high diet comparison made at 16 wk. Nodes represent genes and its colour indicates up (green) or down (red) regulation (low vs high diet); the brightness of color is related to the fold change of differentially expressed gene and the darker the color, the higher fold change. The dashed line indicates an indirect interaction between molecules as supported by information in the Ingenuity knowledge base. Generated through the use of “core analysis” in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis)^45^.

#### Pathway analysis

Pathway analysis with REACTOME browser revealed enriched pathways including “cholesterol biosynthesis”, “steroid metabolism”, “activation of gene expression by Sterol regulatory element-binding protein (SREBP)” and “fatty acyl-CoA biosynthesis” at 16 wk (Table 2).

**Table 2:** REACTOME pathway analysis for DEGs at 16 wk. (FDR < 0.05, count ≥ 2).

Pathway name	Count	FDR value
Cholesterol biosynthesis	11	0.000
Metabolism	43	0.000
Metabolism of steroids	14	0.000
Activation of gene expression by SREBF (SREBP)	8	0.000
Metabolism of lipids	24	0.000
Regulation of cholesterol biosynthesis by SREBP (SREBF)	8	0.000
Fatty acyl-CoA biosynthesis	5	0.000
Synthesis of very long-chain fatty acyl-CoAs	3	0.042
Metabolism of vitamins and cofactors	7	0.045

### RT-qPCR validation of differentially expressed genes

A cohort of five mRNAs from the DE mRNAs and *IGF-IR* (p < 0.1) were selected for validation; RT-qPCR results were consistent with sequencing data for all of them (Fig. 4). The PCR primer sequences were designed using National Center for Biotechnology and Information (NCBI) Primer blast^13^ and purchased from Thermo Fisher Scientific (Table 3).

**Figure 4:**
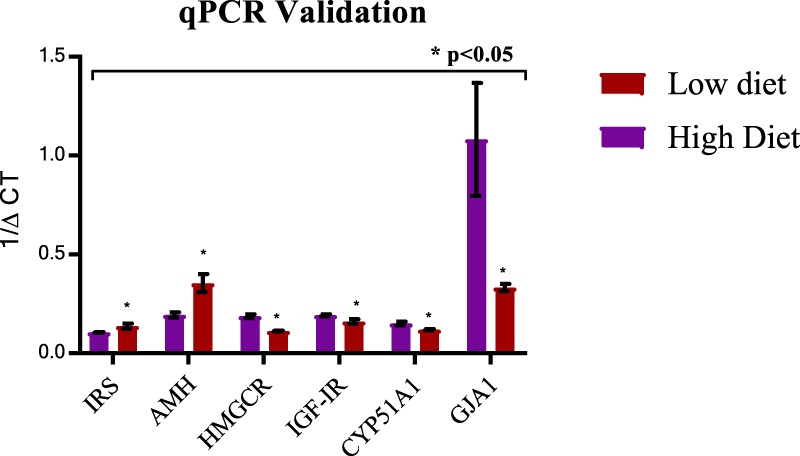
qPCR validation of differentially expressed genes IRS (24wk), AMH (24 wk), HMGCR (16wk), CYP51A1 (16wk), GJA1 (16wk) and IGF-IR (16 wk) in Holstein bull calves fed a low or high diet. Data are presented as Mean ± SEM. *P < **0**.**05**.

**Table 3:** Primer sequences used for validation of differentially expressed genes in the testicular tissue of Holstein bull calves.

Gene	Abbreviation	PCR Primer sequence	Product size (bp)	NCBI Accession No
Glyceraldehyde-3-phosphate dehydrogenase	GAPDH	F: GCATCGTGGAGGGACTTATGA	67	NM_001034034.2
		R: GGGCCATCCACAGTCTTCTG		
Anti-mullerian hormone	AMH	F: GTGACTTGACCACCTTCGCA	160	NM_173890.1
		R: AACCTCAGCAAGGGTGTTGG		
3-Hydroxy-3-Methylglutaryl-CoA Reductase	HMGCR	F: AATCTGGCAGCTCAGCCATT	114	NM_001105613.1
		R: TTGCCAGAGGGAAACACTCG		
Insulin receptor substrate 4	IRS4	F: CCTTTTCGGAGCTCCCCATT	184	XM_005227898.3
		R: TGGAAGGTGATCCCCCATCT		
Insulin-like growth factor 1 receptor	IGF-1R	F: TCAAGAGTTATCTCCGGTCTCTGA	91	NM_001244612.1
		R: CCAGCCATCTGGATCATTTTG		
Gap junction protein alpha 1	GJA1	F: TACAGCCTCTCGCCATTGTG	193	NM_174068.2
		R: GGCTGTTGAGTACCACCTCC		

## Discussion

To determine changes in the mRNA expression of genes associated with differential pre-pubertal nutrition, bull calves were fed either a high or low diet from 2 to 32 wk, with serial castrations done at 8, 16, 24 and 32 wk. To our knowledge, this was the first study using a genome-wide analysis of testicular tissue obtained at various time points, i.e. through the entire pre-pubertal period in Holstein bulls. In a previous phenotypic study, we identified enhanced gonadotropins (LH), testosterone, IGF-I secretion, early puberty and better sperm production in bulls fed a high vs low diet during their pre-pubertal period^4,5^. Differences in gene expression within testes were identified at 16 wk and perhaps could have been detected earlier with more frequent sampling. According to our main findings, higher *IGF-IR* expression and elevated IGF-I concentrations^5^ promoted cholesterol biosynthesis and Sertoli cell maturation to hasten puberty and sperm production potential in pre-pubertal bulls.

As mentioned previously, testes undergo numerous changes prior to puberty, with the least changes occurring during the infantile period^1^. From 2–8 wk, bull calves were fed high (8 L) or low (4 L) volumes of milk replacer, depending on the experimental group. 

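At 8 wk, the log2 fold changes between diets had quartiles of -0.29 and 0.31 around a median of 0.017, and the smallest unadjusted p-value was 0.000228 by edgeR's quasi-likelihood test. Each of the 4 fits that left out 1 low-diet bull again gave 0 transcripts with an adjusted p-value under 0.05, with between 456 and 1080 at an unadjusted p-value under 0.05. No high-diet bull was left out, because a single bull would have remained.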

Genome-wide analysis of differential gene expression revealed lack of differential expression between groups at 8 wk (P < 0.05). Since nutritional modulation was not restricted to infantile or pre-pubertal periods in our study, it was not possible to completely disregard the importance of high infantile nutrition. However, restricted feeding in Holstein bull calves in the first 3 wk of life reduced average daily gain (ADG) and resulted in bulls that were lighter and had lower testosterone concentrations at 10 wk, than calves fed *ad libitum*, suggesting a positive effect^14^.

The early gonadotropin rise is a marked feature of the pre-pubertal period. Increases in LH and FSH are due to pulsatile releases of GnRH. Cholesterol biosynthetic genes (including *HMGCR*, *HMGCS1*, *ACAT2* and *SQLE*) and genes involved in steroid metabolism (including *HSD17B7*, *HSD17B7* and *CYP51A1*) had higher expression in high-diet bulls at 16 wk, suggestive of an early rise in steroid hormone synthesis compared to low-diet bulls. Biosynthesis of cholesterol, the precursor of steroid hormones, is mainly regulated by a membrane bound transcription factor called SREBP^15^. When cleaved by SREBP cleavage activating protein (SCAP), the inactive transcription factor is rendered active and it promotes activation of enzymes and receptors facilitating cholesterol synthesis and uptake. Among the many upstream regulators predicted to be activated in high-diet bulls were SCAP, SREBP and PPARG. The latter, also known as peroxisome proliferator-activated receptor gamma, is a ligand-dependant nuclear receptor involved in lipid metabolism and cholesterol homeostasis^16^.

Other marked changes during this interval involve proliferation and differentiation of Sertoli cells. Connexin-43 (*GJA1*) a Sertoli cell gap junctional protein and maturation marker^17^, had higher expression in high-diet bulls. In addition, *AMH*, a marker of immature Sertoli cells^9^ was downregulated in high-diet bulls at 24 wk. During pre-puberty, *AMH* gene expression starts reducing with enhanced androgen receptor (*AR*) expression with increased FSH and testosterone secretion^18,19^. Maintaining spermatogenesis by providing nutritional and energy support is a predominant function of Sertoli cells. Lactate, the major energy source for germ cells, is synthesized from glucose in Sertoli cells^20^. In addition to glucose, free fatty acids, apoptotic germ cells, residual bodies and amino acids are additional sources for lactate production in Sertoli cells. Through the less efficient glycolytic process, pyruvate synthesized from glucose is mainly converted to lactate and to a lesser extent, to amino acids. In germ cells, lactate is converted to pyruvate and used for acetyl CoA synthesis by pyruvate dehydrogenases (PDH) and is further used by mitochondria^20^.

Cholesterol biosynthesis appeared to be an important factor altered by differential diets in pre-pubertal bulls. Cholesterol has important roles in both steroidogenesis and spermatogenesis. Cholesterol, a 28-carbon steroid, is the precursor of all steroid hormones, and therefore regulates steroid hormone production in Leydig cells. It is also a main energy source for Sertoli cells and with its role in sperm membrane remodeling, cholesterol is a crucial regulator of spermatogenesis. Accordingly, cholesterol is important for germ cell maturation and a pre-requisite for mass production of sperm. During spermatogenesis, sperm membranes are loaded with cholesterol, synthesised by germ^21^ or Sertoli cells^22^ or via influx from circulation with cholesterol transporters^23^. However, during epididymal transport, an efflux of cholesterol occurs, increasing membrane fluidity, and promoting sperm maturation^24^. A positive correlation between membrane cholesterol content and sperm quality has been reported^25^. Sertoli cells also acquire cholesterol from apoptotic germ cells and residual bodies which are esterified and stored as lipid droplets^26^. In addition, to maintain homoeostasis, excess cholesterol is returned to circulation by HDL-based reverse cholesterol transport^27^.

Thus, better pre-pubertal nutrition augmented cholesterol/steroid biosynthesis and Sertoli cell maturation, thereby promoting spermatogenesis. In the phenotypic study, IGF-I concentrations were high in high-diet bulls from 11–32 wk, i.e., through most of the differential feeding period, raising a question of whether IGF signaling is partly responsible for observed changes. The essential role of IGF-I in Sertoli cell proliferation and maturation have been reported^28,29^. Accordingly, deletion of *IGF-IR* and *INSR* in mice, lowered Sertoli cell proliferation, resulting in 70% reduction in testes size. In addition to IGF-I, FSH is a major endocrine hormone associated with Sertoli cell proliferation; however, serum FSH concentrations were neither increased in the animal study nor in our present gene expression study. Furthermore, FSH requires IGF signaling to mediate effects on immature Sertoli cells^28^, supporting our idea of IGF being the major intratesticular signal. IGF receptors are also present on Leydig cells; IGF-I promotes Leydig cell proliferation and exogenous IGF-I increased LH secretion in sheep^30^.

Numerous genes involved in steroid biosynthesis indirectly interacted with the Insulin family receptor (*INSR*), suggestive of their involvement in the same (Fig. 3). Within the Insulin like growth factor family, both *INSR* and *IGF-IR* share 84% similarity in the β subunit and 64–67 and 100% similarly in the α subunit and ATP binding domain, respectively^31,32^. Furthermore, IGF-I ligand with a high affinity to its cognate receptor (IGF-IR), can also bind to the Insulin receptor with low affinity. Based on our earlier phenotypic study, increased serum IGF-I concentrations (and lack of differences in serum insulin concentrations) suggest critical involvement of IGF-I and its receptor when compared to the INSR. Accordingly, in mice liver, partial deficiency of IGF-I reduced expression of *HMGCR* and *HMGCS1* involved in cholesterol biosynthesis^33^. In a similar manner, IGF enhanced expression of genes involved in cholesterol and fatty acid biosynthesis in murine myoblasts^34^. Furthermore, cholesterol biosynthesis was lowered with inhibition of IGF-I mediated PI3K/Akt signaling^35^. In addition, IGF-I also enhanced transport of SCAP, facilitating the escort of SREBP from endoplasmic reticulum to Golgi complex, which was further blocked by a PI3K inhibitor^35^; this supported our concept of a direct impact of IGF on steroid biosynthesis in bovine testes. However further studies are needed to confirm this interaction.

In conclusion, enhanced pre-pubertal nutrition in Holstein bulls enhanced testicular cholesterol/steroid biosynthesis and Sertoli cell maturation to promote early reproductive development. A hypothetical model for IGF-I signaling in Sertoli cells has been provided in Fig. 5. IGF-I is a major factor regulating Sertoli cell proliferation and maturation in bulls. In addition, Insulin family receptor was indirectly associated with most cholesterol biosynthesis genes through SREBP/SCAP signalling.

**Figure 5:**
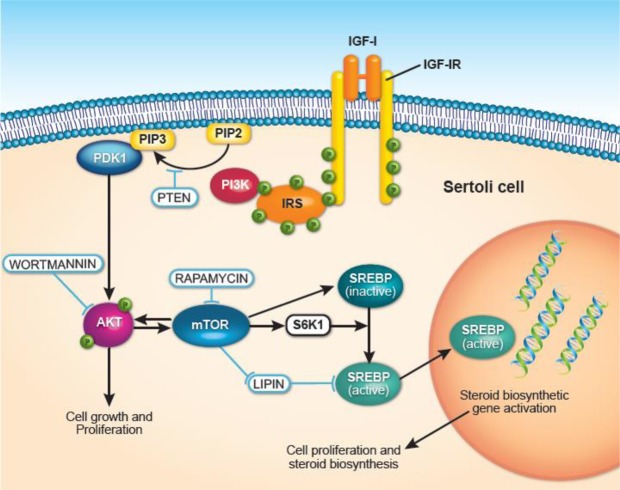
Hypothetical model for IGF-I signaling and steroid biosynthesis in bovine Sertoli cells. IGF-I signaling via PI3K/Akt/mTOR signaling in Sertoli cells. In response to binding with the ligand IGF-I, IGF-IR undergoes tyrosine phosphorylation, followed by the activation of insulin receptor substrates and in turn PI3K. Phosphatidyl inositol diphosphate (PIP2) is converted to Phosphatidyl inositol triphosphate (PIP3) which activates PDK1. This process is inhibited in the presence of PTEN, a potent inhibitor for conversion of PIP2 to PIP3. Akt phosphorylation caused by PDK1 can mediate cell growth and proliferation or activate downstream mTOR signaling. Wortmannin and Rapamycin are potent inhibitors of Akt and mTOR phosphorylation, respectively. Phosphorylated mTOR or S6K1 can facilitate activation of SREBP from its inactive form in the endoplasmic reticulum to an active form which enters the nucleus. Active SREBP, a transcription factor, facilitates activation of genes associated with steroid biosynthesis and promotes cell proliferation.

## Materials and Methods

### Ethics approval

This experiment was conducted in accordance with guidelines of the Canadian Council on Animal Care and was reviewed and approved by the University of Calgary Veterinary Sciences Animal Care Committee.

### Calves and treatments

Twenty-eight bull calves (1 wk old) were randomly allocated into two nutritional groups and provided either a high or low diet from 2 to 32 wk of age. From 2 to 8 wk of age, calves were fed reconstituted milk replacer at the rate of 8 or 4 L/d for high or low diets, respectively. Calves were then transitioned onto a barley silage-based diet (forage source for all diets) and fed a high- or low-nutrition diet from 8 to 32 wk (Table 4). The high-nutrition diet had 20% CP and 71.6% TDN (dry matter basis), whereas the low-nutrition diet had 12% CP and 64.4% TDN. These diets were based on those in a previous study^5^, with feed intake controlled as described^5^.

**Table 4:** Composition of low- and high-nutrition diets (as fed %) for Holstein bull calves from 8 to 32 wk of age.

Ingredient	Low	High
Barley silage	98.5	55.5
Rolled barley	—	26.0
Canola meal	—	15.9
Minerals & vitamins	1.5	2.6

### Castrations

Bull calves from each nutrition group were surgically castrated at 8 (n = 6, high-2, low-4), 16 (n = 7, high-3, low-4), 24 (n = 8, high-4, low-4), or 32 wk (n = 7, high-3, low-4) of age. Castrations were done under caudal epidural anesthesia (0.07 mg/kg BW of xylazine; Rompun, Bayer Inc., Mississauga, ON, Canada; in 3 mL saline) and calves were given 0.5 mg/kg meloxicam (Metacam 20; Boehringer Ingelheim, Burlington, ON, Canada). Testes were recovered and weighed. Testicular parenchyma was cut into cubes (~10 mm in each dimension) and snap-frozen on dry ice.

### RNA Isolation

A small portion of testicular parenchyma (~75 mg) from each bull (n = 28) was homogenised and total RNA extracted. Trizol reagent-mediated extraction was performed as per manufacturer’s instructions (Invitrogen, Canada, Burlington, ON, Canada). Total RNA was re-suspended in water, quality and quantity measured using a Nanodrop via spectrophotometry (2000/2000c, Thermo Fisher Scientific, Waltham, MA, USA). RNA integrity number (RIN) was assessed on an Agilent 2100 bioanalyzer using the Agilent RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA).

### RNA sequencing of testicular tissue

#### Library preparation and sequencing

For each sample (n = 28) total RNA (1 µg) was used to create mRNA libraries using the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA) at the Plantbiosis Ltd (Lethbridge, AB, Canada) sequencing facility. After library quantification, individual libraries were diluted to a final concentration of 4 nM, pooled (n = 28) and sequenced using the NextSeq. 500 system (Illumina). Sequencing was performed as 75 base pair single-end reads. Base calling and demultiplexing were done with CASAVA 1.9 (Illumina) with default settings. Initial quality control, conducted with FastQC detected no adapter sequences, base qualities and other parameters were excellent.

#### Mapping and annotation of reads

Sequenced reads were aligned to the bovine genome (*Bos taurus*, UMD3.1.87, downloaded from Illumina iGENOME website) using TopHat^36^, with Bowtie2^37^ as an internal aligner. FeatureCounts program was used to count number of reads on each exon by transcript meta-feature^38^. To conduct a “per-gene” analysis, the most expressed transcript over all conditions was selected by the provided *ad hoc* python script (*select_protein_coding_transcripts*.*py*). This script enables extraction of all transcripts corresponding to protein coding genes from the EnsemblUMD3.1.87 annotation file (GFF). Then, all count-tables obtained with FeatureCounts was loaded, and the count in each sample normalised by library size (mapped reads in the sequencing library). If the gene had more than one transcript, the transcript with the highest number of reads assigned was used in the analysis.

#### Detection of differentially expressed genes

Normalised counts on protein coding genes were used for analysis of differential expression with DESeq. 2^39^ in R package (Version 1.14.1) via SARTools6 (Version 1.4.0) package^40^. DESeq. 2 package has a built-in independent filtering procedure enabled and is described here https://www.bioconductor.org/packages/devel/bioc/vignettes/DESeq.2/inst/doc/DESeq.2.html#indfilt. So, pre-filtering for lowly expressed genes was not performed. Genes differentially expressed between experimental conditions were detected using the Wald test on normalised count data. Benjamini-Hochberg multiple comparisons correction procedure^41^ was done to determine an adjusted P value (genes P < 0.05 were considered differentially expressed).

### Candidate gene- qPCR validation of differentially expressed genes

Real-time reverse transcription polymerase chain reaction (RT-PCR) was performed as described^42^. Reverse transcription followed by PCR with SYBR Green (Fast SYBR® Green Master Mix; Applied Biosystems) was used to validate mRNA expression of five differentially expressed genes: *GJA1* (16 wk), *CYP51A1* (16 wk), *AMH* (24 wk), *HMGCR* (16 wk), *IRS* (24 wk) and *IGF-IR* (16 wk, included due to differential levels in the blood of bulls based on our phenotype study). The PCR primer sequences were designed using National Center for Biotechnology and Information (NCBI) Primer blast (Table 3) and obtained from Thermo Fisher Scientific. Total RNA (1 µg) was treated with RNase-free DNase I (Thermo Fisher Scientific) for 15 min at RT, followed by addition of 25 mM EDTA and heat denaturation at 65 °C for 10 min. Reverse transcription was performed using High Capacity cDNA Reverse Transcription Kit and random hexamers (Applied Biosystems). A 1:10 dilution of cDNA was efficient with all primers and was used for PCR amplification. All PCR were performed in 96-well plates (Applied Biosystems) and cycling conditions were as follows: 95 °C for 10 min, 40 cycles of 95 °C for 15 s and 59 °C for 1 min, and 55–95 °C (dissociation). Every PCR well reaction contained: Fast SYBR green Master mix- 7.5 μl, forward primer (20 pmol/μl)−0.5 μl, reverse primer (20 pmol/μl)−0.5 μl, cDNA template-0.5 μl and water-1 μl. All reactions were duplicated with inclusion of a non-RT and no-cDNA controls. Melt curve analysis was performed to evaluate product purity. Cq (mean threshold cycle) values obtained were normalised against a reference gene glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*)^42^. The ∆Cq values so obtained were expressed as 1/∆Cq to facilitate visual interpretation of gene expression. Independent Student’s *t*-tests were performed to detect significant differences in gene expression (P < 0.05). R software (v 3.4.3) was used to perform all statistical analyses^43^.

### Functional analysis of DE mRNA

Ensembl identities of DEGs from 16 and 24 wk were uploaded to Database for Annotation, Visualization and Integrated Discovery (DAVID) to detect enriched Gene Ontology Biological processes (GO)^44^. The functional annotation and clustering option was used for most analyses. All significant GO terms with an adjusted P ≤ 0.05 and molecule number ≥2 were reported. All 19,994 Ensembl IDs expressed in our study were included as background for analysis in DAVID (Supplementary dataset 1).

Ingenuity pathway analysis (IPA; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) was used to detect the top most functions, pathways and upstream regulators of differentially expressed genes^45^. The entire dataset containing differentially expressed Ensembl Gene IDs, log fold change, and P-values for comparison between high and low diets was uploaded into IPA (v7.0). Ingenuity pathway knowledge database (genes) was used as the reference dataset for all analysis in IPA. For functional analysis, Right-tailed Fisher’s exact test was used to calculate the p-value determining the probability that each biological function assigned to that data set was due to chance alone. For pathway analysis, significant differences were measured based on both ratio (number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathway) and Fisher’s exact test-based p-value. Upstream regulator analysis predicts the cascade of upstream transcriptional regulators to explain the differential gene expression dataset. This analysis uses Ingenuity Knowledge base with stored information on prior expected effects between transcriptional regulators and their target genes. In addition, this analysis computes an activation z-score predicting status of the upstream regulator (activated or inhibited). Activation or inhibition was declared for z-score ≥±2.

For pathway analysis, DEGs were uploaded to REACTOME pathway browser and pathways were declared significant at false discovery rate (FDR) < 0.05 and molecule number ≥2^46,47^.

## Supplementary information

Supplementary files 1, 2, 3 and 4

Dataset 1

Dataset 2

Dataset 3

Dataset 4

## Data Availability

All data generated or analysed during this study were deposited in the publicly available NCBIs Gene Expression Omnibus Database. Datasets are accessible through GEO Series accession number GSE125082 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125082).

How the deposited data were processed for this re-analysis (not part of the article)

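RNA from the testes of 28 Holstein bulls, 12 fed a high diet and 16 a low diet and castrated at 8, 16, 24 or 32 wk, was measured by RNA sequencing. The authors prepared strand-specific mRNA libraries, aligned the reads to UMD3.1 with TopHat and Bowtie2, and used featureCounts v1.5.0-p2 to count the reads on the exons of each transcript in Ensembl release 87. The unit of the deposited values is the count: whole numbers for 26740 transcripts in each library, neither normalized nor filtered. The authors' later choice of a single transcript for each protein-coding gene and their normalization by library size are not part of the deposited counts.

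Groups were taken from the paper's description of the castrations and the sample titles. Bull numbers did not recur between groups, so no samples were paired. The age labels of bulls 45, 47 and 48 disagree with the titles, as given with the group sizes above, and the titles were used because they match the paper's group sizes.

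The table that pairs RefSeq genes with names, for the assembly ARS-UCD2.0, holds 0 Ensembl identifiers, and the supplementary datasets list gene identifiers while the counts carry transcript identifiers. The features of the mitochondrial genome were an exception, because all 37 have the start, end and length of a gene in that table. The tests of the cholesterol biosynthesis genes as a set, their overlap with the differentially expressed genes, sums over the transcripts of a gene, and the genes that the paper names outside the mitochondrial genome need such a pairing and were not analysed here. Transcripts named in the text are limited to the largest fold change in each direction at 16 and 24 wk among those with an adjusted p-value under 0.05, an average log2 CPM of at least 1 and no overlap between diets, which at 16 wk left none that fell. The rule on which transcripts qualify was set before the data were examined. The limit to a single transcript per direction was set afterwards, when the missing pairing was known and DESeq2 results had been seen, but before any edgeR result.

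From the counts, edgeR 4.0.16 in R 4.3.3 gave TMM factors, the filter on low counts (filterByExpr over the 8 groups, 15804 transcripts kept) and a quasi-likelihood fit to all 28 libraries. The high and low diets were contrasted at each age, and an interaction contrasted the effect of diet at 24 wk with that at 16 wk. Benjamini-Hochberg adjustment was used, with a threshold of 0.05. Library totals and mitochondrial shares were compared by exact permutation of the diets within each age, two-sided. Library totals ran from 2466508 to 5378487, so that low counts carry more sampling error in the smaller libraries. Reads carry no molecular identifiers, and sampling error describes the counting alone.

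Alternatives were DESeq2 1.42.0 on all libraries or on those of an age, edgeR on the libraries of an age, DESeq2's size factors, no filter or at least 10 counts in every library of an age, the mitochondrial features left out, bull 45 at the age in its label, and each bull left out in turn where at least 2 remained in its group. Added after the data had been examined were edgeR on the transcript with the highest total count in each group of transcripts with shared exonic bases, and DESeq2 with a normal prior on the fold changes on all transcripts, on the libraries of an age, on those groups, and on those groups without the single-exon transcripts shorter than 350 bp.

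The count tests were tested on simulated data, with counts drawn from the means and sizes of the libraries and 200 transcripts changed by a log2 fold change of 1.5 in either direction at 16 wk. It was a single draw, with the same assumed spread for every transcript and a mean pooled over all ages and diets. The real counts need not share these settings, so the rates below do not measure the errors of either tool in the real data. Of 15322 simulated transcripts tested, edgeR called 113, of which 109 were changed transcripts (54.5% of the 200 recovered, 3.54% of the calls false), and called 0 at the other ages. DESeq2 called 121 of 23468, of which 109 were changed transcripts (54.5% of the 200 recovered, 9.92% of the calls false). It also called 2 unchanged transcripts at 8 wk. The interaction test called 39, of which 34 were changed transcripts (17.0% recovered, 12.8% of the calls false).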

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

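The splits of the samples were set before the data were examined. Of 30 sets of 4 values tested, each a measure (library totals, detected transcripts, mitochondrial shares or a named transcript) within a group of 4 bulls, 0 had a value whose gap to the nearest other exceeded 0.829 of the range (about 1.5 would be expected by chance). The high-diet groups at 8, 16 and 32 wk, with 2 or 3 bulls, were not tested for this.

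The effect of diet differed between 16 and 24 wk for 2 transcripts, 1 with a higher and 1 with a lower effect at 24 wk, by the interaction test of edgeR, with log2 differences of 2.39 and -3.02. Among 100 assignments of the diets within 16 and within 24 wk, the real one included, 5 gave as many transcripts, and the largest count was 83. With DESeq2's size factors the count was 0, with 1193 transcripts at an unadjusted p-value under 0.05, and DESeq2 fitted to all 28 libraries gave 34. Of the other assignments, 5 kept the real division of the bulls at 1 of the ages, so that an effect of diet at that age remains in them, and 3 of these gave as many. The remaining 94 changed the division at both ages, and 1 of them gave as many. The count of 5 is thus no clean measure of what random assignments give, and no difference between the ages is claimed from the 2 transcripts. That separation of the assignments was made after their counts had been seen. Differences in depth, composition and gene length were not tested as explanations.

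The mitochondrial rRNA features, which the paper does not report on, held 3.73% of the counts on average (SD = 0.930, n = 28 libraries), from 2.00% to 5.46%. The feature with more counts, ENSBTAT00000060546, which is the shorter of the 2, ranked above *COX1* in 23 libraries. Their share was 3.49% (SD = 0.656, n = 12) in high-diet and 3.91% (SD = 1.08, n = 16) in low-diet bulls (two-sided exact permutation test within age, p = 0.252, adjusted p = 0.504 over 10 tests). Within the ages, the difference was 0.866 percentage points at 8 wk, -0.0518 at 16 wk, -1.07 at 24 wk and -1.16 at 32 wk (exact permutation tests, p = 0.4, 0.943, 0.0571 and 0.371, and adjusted p = 0.571, 0.971, 0.286 and 0.571). Each within-age test had too few possible assignments to pass the correction by itself. No explanation for this share, technical or biological, was tested. The paper's analysis is restricted to protein-coding genes.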

How the results depend on the processing

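All alternatives but those described as added were set before the data were examined. At 8 wk, the number of differentially expressed transcripts was 0 in every fit that was run except DESeq2 on that age alone, which gave 2, with 868 at an unadjusted p-value under 0.05 in the edgeR fit reported above. At 32 wk it was 0 in the edgeR fits to all 7 bulls, with 564 at that level, and 2 with each of the DESeq2 fits run at that age: all libraries, that age alone, and the added versions with a normal prior. Leaving out each bull in turn gave from 0 to 0 transcripts at 8 wk and from 0 to 3 at 32 wk, where from 308 to 2198 had an unadjusted p-value under 0.05, the most without low-diet bull 1.

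The counts at 16 and 24 wk depended on the tool. The edgeR fits with another normalization, another filter, without mitochondrial features or with the added grouping of overlapping transcripts gave from 45 to 53 at 16 wk and from 24 to 31 at 24 wk, and edgeR on that age alone gave 56 and 54. DESeq2 gave 106 and 119 with all libraries, and 144 and 348 with that age alone. With the normal prior, added after the data had been examined, it gave 105 and 114 on all transcripts, 142 and 341 on that age alone, 102 and 112 on the groups of overlapping transcripts, and 102 and 113 when single-exon transcripts shorter than 350 bp were also left out. With bull 45 placed at 16 wk, a placement unlikely by the distances given below, the counts were 0 (927 at an unadjusted p-value under 0.05) and 1. From 10 to 54 transcripts remained at 16 wk across the 7 fits that each left out 1 bull, and from 5 to 112 at 24 wk across 8 fits. The cause of these changes was not tested.

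The interaction count of 2 transcripts became 0 with DESeq2's size factors (1193 at an unadjusted p-value under 0.05), 7 without a filter, 3 on the libraries of 16 and 24 wk, 34 with DESeq2, and from 0 to 15 across the 15 fits that each left out 1 bull. The cause was not tested. The number of detected transcripts fell to 14466 when a count in every library was required. The difference in library totals between diets, 153207 counts over transcripts that passed the filter, and the share of *COX1*, 2.43% with 1 transcript per group of overlapping transcripts (added), barely moved.

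The named transcripts kept their direction in each fit that gave them an adjusted p-value. None had one with at least 10 counts in every library, ENSBTAT00000064281 had none on that age alone, and ENSBTAT00000015660 had none with 1 transcript per group of overlapping transcripts. Among the edgeR fits set beforehand, placing bull 45 at 16 wk took 2 of them above an adjusted p-value of 0.05, and 5 fits that left out 1 bull took 1 of them above it.

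The tests of the cholesterol biosynthesis genes, their overlap with the differentially expressed genes, and sums over the transcripts of a gene were not run, because the transcripts are not paired with genes. Transcripts with few counts were left out by the filter: 15804 of 26740 were tested. A count in any library was found for 23898. Whether low depth or a lack of expression left the others untested was not examined.

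No paired analysis was possible because no bull number occurs in more than 1 group.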

Differences from the paper's values

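At 16 wk the paper's count is 96 differentially expressed genes, 92 of them higher in the high diet, and 50 transcripts were found here, all 50 higher. At 24 wk the paper's counts are 87 and 41, against 29 and 11. Of the alternatives set before the data were examined, DESeq2 with all 28 libraries came within 1.5 times the paper's values at both ages, with 106 and 102 at 16 wk and 119 and 54 at 24 wk. DESeq2 on that age alone did so at 16 wk, with 144 and 134, and not at 24 wk, with 348 and 122. Without low-diet bull 8, edgeR gave 112 at 24 wk against the paper's 87, but 71 higher in the high diet. The other alternatives set before the data were examined did not reach these values. Versions of DESeq2 with a normal prior on the fold changes and all libraries, chosen after seeing the values, gave 105, 102 and 102 at 16 wk and 114, 112 and 113 at 24 wk. All but 4 of those at 16 wk in each version, and 52 of those at 24 wk in each version, were higher in the high diet. With that age alone, also chosen after seeing the values, this prior gave 142 at 16 wk and 341 at 24 wk.

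At 32 wk the paper reports 1 gene, lower in the high diet, and 0 transcripts were found here, with 564 at an unadjusted p-value under 0.05. DESeq2, with all libraries or that age alone, gave 2, of which 1 was higher and 1 lower, and edgeR without low-diet bull 3 gave 1, lower in the high diet. Among the alternatives set before the data were examined, that last fit alone came within 1.5 times the paper's value. Transcripts are not paired with genes, so whether its transcript belongs to the paper's gene is unknown, and the match is one of number alone.

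The smallest and largest log2 fold changes among differentially expressed genes in the paper's text are 0.3 and 2.56 in size, and those here, by edgeR, were 0.68 and 3.88. The paper does not say whether a prior shrank its fold changes. Its largest value may therefore be unlike those of the fits without a prior. In Supplementary datasets 2 and 3 the smallest are 0.576 at 16 wk and 0.395 at 24 wk. DESeq2 with all libraries gave 0.592 and 0.402 at these ages, close to the datasets. For the smallest over both ages, DESeq2 with all libraries (0.40) and on that age alone (0.42) came within 1.5 times the 0.3 in the paper's text. No other alternative set before the data were examined did. For the largest over both ages, at least 10 counts in every library (3.45) and bull 45 placed at 16 wk (3.01) did, and the other alternatives set before the data were examined that kept all bulls did not. With edgeR on 1 transcript per group of overlapping transcripts, chosen after seeing the values, it was 3.60, also within 1.5 times. The fits that left out 1 bull were evaluated at that bull's age alone: the largest ran from 2.91 to 4.19 at 16 wk, where 4 of 7 fits came within 1.5 times the paper's value, and from 2.91 to 4.59 at 24 wk, where 7 of 8 did. DESeq2 with a normal prior on all transcripts, chosen after seeing the values, ranged from 0.58 to 2.59 at 16 wk and from 0.40 to 2.54 at 24 wk. The other versions with this prior, also chosen after seeing the values, ranged from 0.40 to 2.68 over both ages.

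The paper's mean number of mapped reads per library is 15699023 (SD = 3054171), against 3847922 counts here. For the high diet the paper's mean is 15426902 (SD = 3388812), against 3935128, and for the low diet the paper's is 15903113 (SD = 9244227), against 3782518. The alternative set before the data were examined was the total over transcripts that passed the filter. It cannot exceed the full total, so it could not close these gaps and says nothing about their cause.

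The paper's share of *COX1* is 0.5% of total reads, and the share here was 2.42% of the counts. The alternative set before the data were examined, a total over 1 transcript per gene, was not run as written, since transcripts are not paired with genes. With 1 transcript per group of overlapping transcripts, chosen after seeing the values, it was 2.43%. Divided by the paper's mean number of sequenced reads, a choice made after seeing the values, the mean *COX1* count was 0.531%. The paper names *COX1* as the most abundant gene in all libraries. It ranked first in 5 of the 28 libraries here, and in all 28 once the mitochondrial rRNA features were set aside.

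At 16 wk the paper has a few genes that were lower in the high diet, and 0 transcripts were lower here by edgeR with all bulls, with 1217 in either direction at an unadjusted p-value under 0.05. Without low-diet bull 12, edgeR gave 1 that was lower, and no other fit that left out a bull gave any. DESeq2 gave 4 that were lower with all libraries and 10 on that age alone. With the normal prior, chosen after seeing the values, it gave 4 with all libraries and 8 on that age alone.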

Other observations

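The tests of shared exonic bases, of the match to Supplementary datasets 2 and 3 and of the denominator of the *COX1* share were chosen only after the results they bear on had been seen. So were the added settings of DESeq2 and the grouping of overlapping transcripts.

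When the 7 bulls of 16 wk were split into 3 and 4 in all 35 ways, 1 split, the real one, gave 50 or more transcripts with an adjusted p-value under 0.05, and the other splits gave 0. When the 8 bulls of 24 wk were split into 4 and 4 in all 35 ways, 1 split, again the real one, gave 29 or more, and the next largest count was 9. Of the 50 transcripts at 16 wk, 41 changed in the same direction at 24 wk, and of the 29 at 24 wk, 15 changed in the same direction at 16 wk. Depth at these ages, gene length, GC content and sequencing batch were not tested as explanations, so these counts are not assigned to a biological cause.

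At 32 wk the real split of the bulls gave 0 transcripts (564 at an unadjusted p-value under 0.05), so all 35 splits of the 7 bulls gave as many, and the share says nothing in itself. Among the other splits, 8 gave at least 1 transcript, and the largest counts were 3266 and 1917. The 5 splits with the largest counts each kept bulls 41, 43 and 1 on the same side, a high-diet pair with a low-diet bull. This was noticed in the counts and no test was made of it. These splits gave more transcripts than the diet did, and the source of those differences was not tested. The paper does not report it.

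Bull 45, which the paper's group sizes place at 24 wk on the high diet, has an age label of 16 wk. Over the 3403 transcripts that differed with age among low-diet bulls, the root mean square log2 distance of its library was 0.418 to the mean of the other 24 wk high-diet libraries and 1.03 to the mean of the 16 wk high-diet libraries, a ratio of 2.46. A wrong age in the title is therefore unlikely by this test, and the age label may be the wrong one. Placing it at 16 wk left 0 differentially expressed transcripts at that age (927 at an unadjusted p-value under 0.05) and 1 at 24 wk.

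The fold changes and adjusted p-values of DESeq2 with a normal prior, fitted to 1 transcript per group of overlapping transcripts, came close to those in Supplementary datasets 2 and 3. Each row of the datasets was matched to the transcript nearest in fold change and adjusted p-value alone. For 95.4% of the 175 rows whose gene name is in the RefSeq table, that transcript lay on the chromosome of the named gene, 86 of 91 at 16 wk and 81 of 84 at 24 wk. After shuffling the names the means were 5.3 and 3.92 (permutation tests with 100000 shuffles, p = 1e-05 at each age, the smallest they can give). This is consistent with the same counts behind the datasets and the files. The setting and the matching scale were picked after comparison with these datasets, and the match was not used to name transcripts.

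The library totals were 24.5% of the mapped reads that the paper states. Reads that overlap several transcripts and were left uncounted are a candidate explanation. Of the annotated exonic bases, 8.32% belong to 2 or more transcripts, so under the assumption that reads spread evenly over these bases, such reads account for a small part of the gap. Reads outside annotated exons and reads mapped to several places were not tested.

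The mean *COX1* count was 0.531% of the mean number of sequenced reads that the paper states, against the paper's 0.5% and 2.42% of the counts here. A different total in the denominator may therefore explain the difference in this share. The denominator the paper used is not tested by this.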
